A study of Gallus gallus with 33 samples. Its data were reported in "Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia" (2007).

How the data were processed

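Sensory epithelia of the chick utricle, a balance organ of the inner ear, were wounded in culture with a pulsed laser microbeam and harvested 30 min later or after 1 hr, 2 hr or 3 hr. Unlesioned cultures harvested at the same times served as time-matched controls. Amplified RNA from lesioned and control cultures was labelled with Cy3 and Cy5 dyes and hybridized together, so each array held both RNAs. The arrays carried 50-base oligonucleotides designed on human transcription factor genes, spotted in duplicate, and were used across species on chick RNA. A total of 33 arrays was analysed, from 9 biological samples: 2 each at 30 min, 1 hr and 2 hr and 3 at 3 hr. The arrays of each biological sample were technical repeats and dye swaps of the same RNA pair.

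Per the file headers, the values in the 66 deposited channel files are spot and local background intensity on a linear scale, as measured by the ImaGene software from 1 scanned image, with no background subtraction and no normalization. The authors then used lowess normalization and left out poor hybridizations by hierarchical clustering. Removal of dim genes by a level taken from control spots, a rule on the trend of repeated hybridizations and a t-test followed. Those normalized values were not used here. The paper's methods do not name the hybridizations left out, and all 33 arrays were kept here. The deposited series table holds log2 ratios of the laser over the control channel. Each of its 33 columns equalled the raw ratio of the mean spot intensity in the channel files, turned by the dye orientation in the sample title, with a largest difference of 6.22e-15. Its scale is therefore known. Its direction follows the file names, so on the 2 arrays whose files and headers disagree (below) it runs opposite to the header reading used here. It was neither normalized nor centred, and its column medians ran from -2.05 to 2.47 on the log2 scale.

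The sample titles end in 3 or 5. The image names in the headers state the dye of the laser RNA on all 33 arrays, and it was the dye of the title (Cy3 for suffix 3, Cy5 for suffix 5). On 2 arrays, the suffix 3 array number 2 of 2 hr replicate 2 and the suffix 3 array of 3 hr replicate 2, the file named for each dye held the image of the other dye. The header was followed, and the file names were used as an alternative; this choice was made after the files had been read. Each ratio was turned to laser over control.

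Each array carried 3072 spots. The later print held 1534 identifiers, of which 18 were left out as control spots, and 1516 were analysed. The 18 were chosen by their names: 16 end in mm and a digit and are versions of 4 identifiers, and the other 2 are the identifiers among those 4 that were not analysed. Of the 1516, 1514 had 2 spots and 2 had 4. The 5 arrays of an earlier print (4 of 3 hr replicate 1 and 1 of 2 hr replicate 1) differed at 192 spots, 176 of them blank, and lacked 96 of the identifiers. The scanning software had marked 0 spots, so no spot was left out for that reason. Identifiers are those of the array design and many are old symbols. Against the chicken gene table of the assembly GRCg7b, used for names alone, 754 of the 1516 equalled a current symbol and 817 (53.9%) a symbol or synonym. The names in the files were kept, except that genes of the study's list are mostly printed under the study's updated symbols. These are COPS2 for TRIP15, ZNF44 for GIOT-2, ZNF248 for LOC57209, ZBTB6 for ZID, C1orf142 for FLJ12517, TTLL4 for KIAA0173 and C14orf106 for FLJ11186. A separate probe is named ZNF44 in the files, and values printed here for ZNF44 are those of GIOT-2. Coordinates were not used.

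Background was corrected with normexp (offset 50), fitted on all spots, and ratios were normalized within each array by loess in which control spots had weight 0. Spots of 1 identifier were averaged. Within a biological sample the arrays of each dye orientation were averaged first and the means of both orientations were then averaged with equal weight. This cancels a dye effect of a probe. A filter on dim probes kept identifiers with a signal above 1000 in either channel on at least 50% of the arrays, 371 in all (24.5%). The plan was to take this level from the control oligonucleotides without a homologue in chick that the methods mention. No column says which spots those are, or whether any of the 18 identifiers left out is one of them, so the fallback that had been fixed beforehand, a fixed signal of 1000, took its place.

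The log2 ratios of the 9 samples were fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with a mean per time point and no replicate block, and each mean was tested against 0 with empirical Bayes moderation. The spread was shared over time points and had 5 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within a time point. Also tested were the moderated F over the 4 time points and 4 contrasts between time points. Thresholds like those of the methods were applied to the same fit: an unadjusted p under 0.05, a change over 1.2-fold, and the same sign on at least 80% of the arrays of the time point. A probe was called detectable at a time point when its mean signal, without background correction, was above 1000 in both channels on at least 80% of the arrays of that time point that carried it. Gene sets were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

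Genes named in the text followed a fixed rule. At each time point these were the 3 probes with the smallest adjusted p, ties going to the larger change, among filtered probes that were detectable at that time point and had the same sign in every biological sample and in both dye orientations. For the F test they were the 3 with the smallest p among the probes detectable at all 4 time points, with no rule on signs; 3 probes were detectable at all 4. Added to these were the genes of this time course in a list that the study gives in its text, of genes with a like pattern at a shared time point in any pair of its time courses, which is a part of the genes it called, and any immediate early gene past an adjusted p of 0.05. Some probes that the rule chose are not reported here. Genes outside the rule are named where a count was small, with a statement that they were chosen after their values were seen.

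The fit was tested on simulated data. With the spread of the real samples and the dim filter (371 probes), 71.1% of probes changed by a log2 value of 1 passed an adjusted p of 0.05 at a time point and 100% of those changed by 2 did, against 19.3% of those changed by 0.5, with 0 false positives among the unchanged probes at this threshold and 2.49% of them under an unadjusted p of 0.05. In this simulation 200 of the 1516 probes were changed at each time point, by log2 values from 0.5 to 3. Within a sample all probes had the same spread, taken over all 1516 probes. The real probes differed in spread, with an SE of 0.95 for BRD1 at 3 hr. These shares therefore hold for the simulated setting and are not the power for the real probes. For arrays of this kind the number of arrays and samples limits the precision.

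The alternatives tried were no background correction or plain subtraction, print-tip loess, median centring, scaling between arrays, spot medians, no dim filter or another one, the series table values, a plain mean over arrays, arrays as units with the biological sample as a random block with or without quality weights, scan date as a block, the t-test named in the methods on samples and on arrays, each time point fitted alone, a trended and robust prior, a replicate block, and the omission of each biological sample in turn. Other levels and rules were tried for detection, and other correlations and fry for gene sets. The file names as the source of the channel, other turns of the samples whose dye orientations disagreed, omission of the earlier print, filters by local background, the t-test on arrays with file names and no filter, and the other turns and file names with 3 hr replicate 1 left out were added after the data were seen.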

Results

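Transcription factor expression after laser wounding was followed in cultured sensory epithelia of the chick utricle on 33 microarrays, each a comparative hybridization of lesioned and time-matched unlesioned RNA. The time points were 30 min (5 arrays, 2 biological samples), 1 hr (6 arrays, 2 samples), 2 hr (8 arrays, 2 samples) and 3 hr (14 arrays, 3 samples). A biological sample held from 2 to 6 arrays, and each sample had at least 1 array in each dye orientation. Changes are given as log2 ratios of laser over control, so values above 0 are higher after the lesion.

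The brightness of the arrays differed widely. The median spot intensity lay between 178 and 2411 in the Cy3 channel (median over arrays 703) and between 90.2 and 1438 in the Cy5 channel (median 430). The median ratio of signal to local background was 1.38 in Cy3 (range 0.684 to 3.08) and 1.18 in Cy5 (range 0.681 to 4.13). On the median array 25.0% of the Cy3 spots and 39.0% of the Cy5 spots fell below their local background, and on the dimmest arrays 75.1% and 82.5% did. At most 11 spots of an array were saturated in Cy3 and 3 in Cy5. The raw log2 ratios of Cy5 over Cy3 in duplicate spots of a probe correlated across probes at a median r of 0.932 within an array (range 0.844 to 0.987). This was before background correction and normalization, so the value does not give the precision of the normalized ratios. The highest correlation of spot signals between different arrays was 0.962 in Cy3 and 0.942 in Cy5, and 0 pairs of arrays held identical values, so no array was counted as a repeat deposit.

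**Figure D1:**
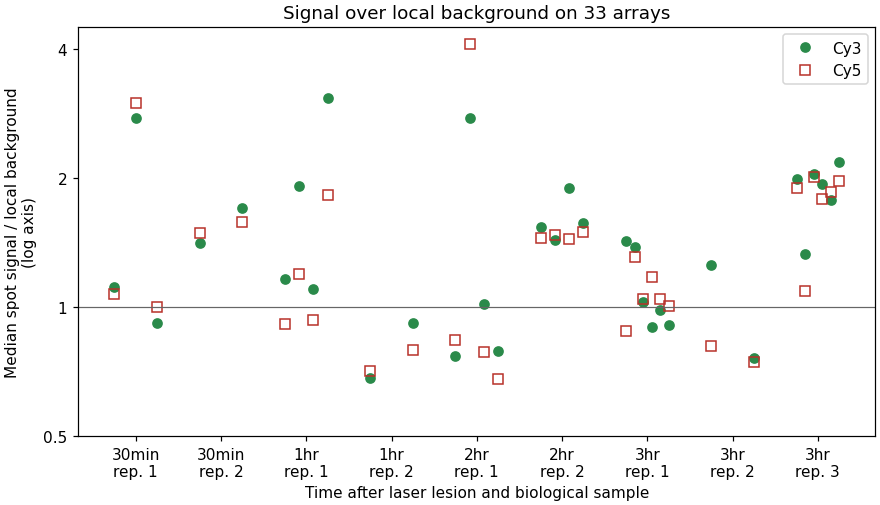
Median ratio of spot signal to local background on each of the 33 arrays, by channel and time point, each point being 1 array. The ratios run from 0.681 to 4.13, and the medians over arrays are 1.38 in Cy3 and 1.18 in Cy5.

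Before normalization, the median log2 ratio of laser over control followed the dye in most samples. In the deposited ratios the suffix 3 arrays, with laser RNA in Cy3, had medians of 2.06 and 0.77 in 30 min replicate 1, 0.88 in 30 min replicate 2, 1.97 and 2.47 in 1 hr replicate 1, 0.27 in 1 hr replicate 2, 0.59, 1.07 and -0.16 in 2 hr replicate 1, 1.49 and -0.62 in 2 hr replicate 2, 0.87, 2.27 and 0.23 in 3 hr replicate 1, -0.92 in 3 hr replicate 2, and 0.15, 1.06 and 0.84 in 3 hr replicate 3. The suffix 5 arrays, with laser RNA in Cy5, had medians of 0.10 in 30 min replicate 1, 0.07 in 30 min replicate 2, -1.05 and -1.99 in 1 hr replicate 1, -2.05 in 1 hr replicate 2, -1.70 in 2 hr replicate 1, -0.97 and -1.23 in 2 hr replicate 2, 0.56, 1.04 and 1.27 in 3 hr replicate 1, -0.93 in 3 hr replicate 2, and -0.11, -0.39 and 0.02 in 3 hr replicate 3. These medians are as deposited. On the array at -0.62 in 2 hr replicate 2 and on the array at -0.92 in 3 hr replicate 2 the files and headers disagree, and by header the sign is the opposite, the median intensity being 333 in Cy3 against 213 in Cy5 on the former and 391 against 215 on the latter. The laser channel was the brighter one on all 6 arrays of 3 hr replicate 1, whichever dye it carried.

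The agreement of repeated hybridizations was examined first, as Pearson correlations of normalized log2 ratios across the 371 probes that passed the dim filter. Probes are not independent replicates, so these values describe likeness and carry no p-value. Arrays of the same biological sample and the same dye orientation correlated at a median r of 0.42 (range -0.018 to 0.764, 20 pairs). Arrays of the same sample in opposite orientations, turned to laser over control, had a median r of 0.0387 (range -0.795 to 0.784), and 11 of these 34 pairs lay below -0.3. Arrays of other samples at the same time point had a median r of -0.00061 over 90 pairs, and arrays of other time points 0.0172 over 384 pairs. After averaging, the biological samples of a time point correlated at a median r of 0.0315 (range -0.247 to 0.401, 6 pairs), and samples of different time points at 0.0612 (range -0.260 to 0.384, 30 pairs). By these medians samples of the same time point were no more alike than samples of different time points, although the highest single value, 0.401, was that of the 2 hr pair. These correlations depend on the direction taken for each sample, which is not settled in 4 of them (below), and are given for the header reading alone. Reading the channels by file name instead of by header moved the correlation of opposite orientations in 3 hr replicate 2 from -0.783 to 0.783, the largest shift among the alternatives of this group except for the series table values, which gave 0.877.

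The correlation between the means of both dye orientations differed between samples. It was 0.798 in 3 hr replicate 1, 0.313 in 1 hr replicate 1, 0.302 in 30 min replicate 1, 0.232 in 2 hr replicate 1 and -0.0375 in 30 min replicate 2. In 4 samples it lay below -0.3: -0.638 in 1 hr replicate 2, -0.365 in 2 hr replicate 2, -0.783 in 3 hr replicate 2 and -0.798 in 3 hr replicate 3. Over all 1516 probes 2 hr replicate 2 rose to -0.269, while 1 hr replicate 2 stood at -0.531, 3 hr replicate 2 at -0.701 and 3 hr replicate 3 at -0.838. In 1 hr replicate 2, 3 hr replicate 2 and 3 hr replicate 3 most of the pattern that the arrays shared went with the dye and not with the RNA. In 2 hr replicate 2 arrays of the same dye correlated at -0.018 and 0.016, so no pattern shared within a dye was seen, and its value came from 2 pairs of opposite dye, at -0.644 and -0.345, against 0.194 and -0.016 in the others. In all 4 samples the direction of the laser over control ratios is not settled, although the headers state the dyes. For this reason the counts below are also given with these 4 samples turned both other ways. The SD of the averaged log2 ratios across probes was 1.03 in 3 hr replicate 1 and between 0.162 and 0.401 in the other 8 samples.

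**Figure D2:**
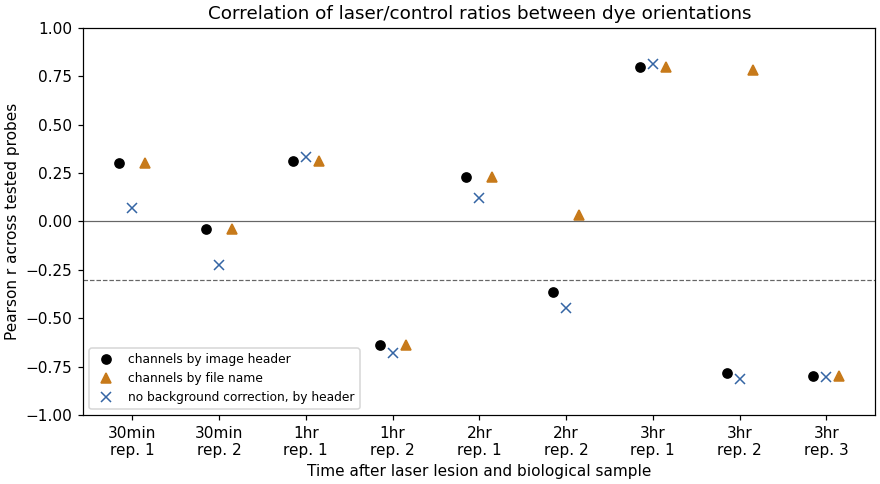
Pearson correlation across 371 probes between the mean log2 ratios of both dye orientations of each biological sample, with channels read by header and by file name. By header 4 samples lie below -0.3, and by file name 3 hr replicate 2 moves from -0.783 to 0.783 and 2 hr replicate 2 from -0.365 to 0.0334.

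**Figure D3:**
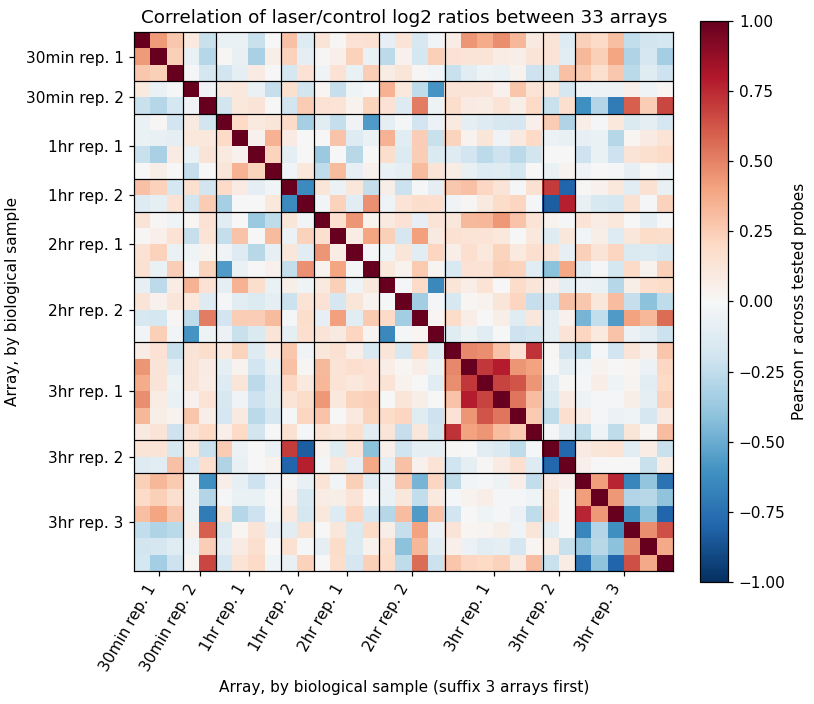
Pearson correlations of log2 laser over control ratios across 371 probes between all pairs of the 33 arrays, ordered by time point, biological sample and dye orientation. Arrays of the same sample and orientation have a median r of 0.42, and arrays of other samples at the same time point a median near 0.

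The first comparison asked which transcription factor probes changed at each time after the lesion. With limma, 0 of the 371 probes passed an adjusted p of 0.05 at any of the 4 time points. At an unadjusted p under 0.05 there were 3 probes at 30 min, 4 at 1 hr, 6 at 2 hr and 7 at 3 hr, against 18.6 expected by chance at each. The spread was shared over time points, so 3 hr replicate 1, whose ratios had the widest SD (1.03), also entered the standard errors at the other time points. Without that sample the counts at an unadjusted limma p under 0.05 were 19 at 30 min, 21 at 1 hr, 17 at 2 hr and 1 at 3 hr. With all samples, the smallest adjusted p from limma was 0.990 at 30 min, 0.991 at 1 hr, 0.995 at 2 hr and 0.656 at 3 hr. The methods' t-test on the same biological samples also left 0 probes after Benjamini-Hochberg adjustment at every time point (7, 17, 23 and 10 before adjustment), as did that test with every array as a replicate (9, 17, 29 and 35 before adjustment). In total and at 3 hr, the alternative that moved these counts most was limma with arrays as units and the sample as a random block, which called 33 probes at 3 hr and 1 at 2 hr. That block was fitted on Cy5 over Cy3 ratios before turning. It covers a dye effect of a sample and not the sample's own laser over control ratio, for which technical arrays count as replicates. Of the 14 arrays at 3 hr, 6 were of 3 hr replicate 1. At the other time points the counts moved most with quality weights on arrays (3 at 30 min and 3 at 1 hr in limma) and with each time point fitted alone (12 at 2 hr). Without 3 hr replicate 1, limma called 1 probe at 30 min, SRY (log2 ratio -1.14, below 0 in 2 of 2 samples, limma adjusted p 0.0467), which was named after its value was seen. The limma adjusted p of SRY at 30 min was 0.990 with all samples. Over the 33 alternatives, which include the methods' t-test beside limma, the adjusted p of SRY ran from 0.0318 to 0.9999. With the suffix 5 arrays of the 4 unsettled samples left unturned, and with their suffix 3 arrays turned as well, limma called 0 probes at each time point.

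Changes over 1.2-fold in either direction were seen in 83 probes at 30 min, 67 at 1 hr, 66 at 2 hr and 129 at 3 hr, but the median standard error of a log2 ratio was 0.22 at the first 3 time points and 0.18 at 3 hr, against a log2 ratio of 0.26 for a 1.2-fold change. At the thresholds like those of the study (unadjusted p under 0.05, over 1.2-fold, same sign on 80% of the arrays) there were 3 probes at 30 min, 1 at 1 hr, 4 at 2 hr and 1 at 3 hr, 8 distinct probes in all. They are named here after their values were seen, with SE from limma. GTF2E2 (-0.41, SE 0.16), KLF5 (-1.09, SE 0.46) and POU4F2 (-0.54, SE 0.19) were lower at 30 min. ADORA2A (0.41, SE 0.16) was higher at 1 hr. ATBF1 (0.83, SE 0.25), EBF (0.41, SE 0.15), POU5F1 (0.44, SE 0.18) and PRDM15 (0.40, SE 0.16) were higher at 2 hr. POU4F2 was lower again at 3 hr (-0.64, SE 0.15). None of them passed the adjustment.

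In total these threshold counts moved most under the methods' t-test on arrays with channels read by file name and no dim filter, to 8, 17, 49 and 13 at the 4 time points in order. With the suffix 5 arrays of the 4 unsettled samples left unturned they were 0, 3, 0 and 12, and with their suffix 3 arrays turned as well they were 1, 9, 2 and 43. Single samples weighed heavily too. At 30 min the count was 32 without 30 min replicate 1, 7 without 30 min replicate 2, 14 without 3 hr replicate 1, and 1 without either of the 2 hr replicates. At 1 hr it was 12 without 3 hr replicate 1, 5 without either 30 min replicate or without 1 hr replicate 2, 2 without 1 hr replicate 1, and 0 without 3 hr replicate 2 or 3 hr replicate 3. At 2 hr it was 8 without either 30 min replicate, 7 without 3 hr replicate 1, 0 without 2 hr replicate 1, and 2 without 1 hr replicate 1, 1 hr replicate 2, 2 hr replicate 2, 3 hr replicate 2 or 3 hr replicate 3. At 3 hr it was 16 without 3 hr replicate 3, 10 without 3 hr replicate 2 and 2 without either 30 min replicate.

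The fixed rule named the following probes. At 30 min 15 probes were eligible, and those reported are CEBPG (-1.03, SE 0.52) and TAF2H (-0.56, SE 0.43), each lower in 2 of 2 samples with a limma adjusted p of 0.990. At 1 hr 0 probes were eligible. At 2 hr 1 probe was eligible. At 3 hr the only eligible probe was BRD1 (-1.86, SE 0.95, limma adjusted p 0.656), lower in 3 of 3 samples, but at -5.35 in replicate 1 against -0.20 and -0.02 in replicates 2 and 3, so its mean rested on a single sample and was -0.11 without it. Under the 33 alternatives, TAF2H changed sign in 1, while CEBPG and BRD1 kept their signs. The smallest adjusted p among the alternatives was 0.103 for CEBPG, 0.618 for TAF2H and 0.0979 for BRD1.

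The second comparison asked whether the ratios differed between time points. The limma F test over the 4 time points called 0 probes (1 at an unadjusted p under 0.05, smallest adjusted p 0.998). The contrasts of 1 hr minus 30 min, 2 hr minus 1 hr, 3 hr minus 2 hr and 3 hr minus 30 min each called 0 probes in limma, with 3, 2, 6 and 2 probes at an unadjusted p under 0.05. The largest move came from limma on arrays with quality weights, under which the F test called 3 probes and the contrast of 1 hr minus 30 min called 3. With the 4 unsettled samples turned either other way the F test and all 4 contrasts called 0 probes. The methods' t-test has no F or contrast to compare. Among the probes that the rule chose for the F test were FLJ11186 and AF5Q31, each with a limma adjusted p of 0.998. The log2 ratios of FLJ11186 were 0.41, -0.85, 0.33 and -0.58 in time order, and those of AF5Q31 were -0.17, -0.24, -0.11 and -1.06, with SE between 0.61 and 0.89. Both 3 hr values rested on 3 hr replicate 1, at -2.71 for FLJ11186 against 0.98 and -0.01 in replicates 2 and 3, and at -3.74 for AF5Q31 against 0.56 and -0.01. Without it they were 0.49 for FLJ11186 (C14orf106) and 0.27 for AF5Q31.

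The third question was how many probes gave a detectable signal, meaning a signal above 1000 in both channels on at least 80% of the arrays. Of the 1516 probes, 62 (4.09%) were detectable at 30 min, 5 at 1 hr (among them AF5Q31, FLJ11186, MEF2B and PRDM13), 4 at 2 hr (among them AF5Q31, FLJ11186 and JUNB) and 9 at 3 hr. A total of 63 was detectable at any time point and 3, among them AF5Q31 and FLJ11186, at all 4. Those detectable at a single time point numbered 52 at 30 min, 0 at 1 hr, 0 at 2 hr and 1 (KLF5) at 3 hr. Names other than FLJ11186 and AF5Q31 were chosen after the values were seen. The median array had 15.7% of probes above 1000 in both channels at 30 min, 2.31% at 1 hr, 4.88% at 2 hr and 9.25% at 3 hr, with single arrays from 0.726% to 90.6%. Asking for a signal above 1000 in either channel moved the counts most at 30 min, 1 hr and 3 hr, to 175, 75 and 75, with 30 at 2 hr and 15 at all 4 time points. At 2 hr signals above local background plus 2 SD moved the count further, to 54. At 30 min the count was 135 without replicate 1 and 12 without replicate 2. It was 36 at 1 hr without 1 hr replicate 1 and 3 without 1 hr replicate 2, 21 at 2 hr without 2 hr replicate 1, and 19 at 3 hr without 3 hr replicate 1. No difference between time points was tested, since a level on a fixed scale depends on each array's brightness.

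The fourth comparison took the 21 calls of direction for 18 genes that the text of the study gives for this time course and asked whether the ratios had the same sign. They come from a list of genes that showed a like pattern at a shared time point in a pair of the study's time courses, not always this one, so they are a part of the genes that the study called, and the rest were not used here. The study chose these genes on these arrays, after it had left out poor hybridizations, so they are not independent evidence. A probe was matched for 20 calls; JUND was not analysed here. The sign was as called in 9 of the 20 (45%). Over the 15 genes whose calls did not split, 6 had the sign called (exact binomial test, two-sided, p 0.607; genes of the same samples are not independent replicates). The 2 genes left out of this test had 1 call with the sign called and 1 against it. All 13 matched calls at 3 hr were up, while 67.1% of tested probes were below 0 in 3 hr replicate 1. The binomial test takes both signs as equally likely and does not allow for such a shift. With limma 0 of the 19 tested calls passed adjusted over the list alone, 0 passed adjusted over all probes, and 0 had an unadjusted p under 0.05; the smallest p adjusted over the list alone was 0.726. At 3 hr the largest log2 ratios in the list were -0.99 (SE 0.45) for ZNF44, -0.98 (SE 0.74) for TTLL4 and -0.82 (SE 0.56) for FHL1, all called up by the study. ZNF44 was above 0 in 0 of 3 samples, TTLL4 in 1 of 3 and FHL1 in 2 of 3. At 2 hr MYT2 was at -0.66 (SE 0.44), below 0 in 2 of 2 samples as called. Only 2 of the 20 calls were on probes detectable at the time point of the call. Treating arrays as units with the sample as a random block moved this result most, with 4 calls past an adjusted p of 0.05 over the list alone and 3 over all probes in limma. All 4 went against the call: ZNF44 (-1.19), FHL1 (-1.12), TTLL4 (-1.44) and, over the list alone, C14orf106 (-1.02) were lower at 3 hr where the study called them up. In this fit the technical arrays count as replicates of a sample's laser over control ratio, so these p-values do not measure the spread between biological samples.

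At 3 hr the direction of the list depended on a single sample. In 3 hr replicate 1, 2 of the 13 matched calls had the sign called, with a median log2 ratio of -1.21, whereas in replicate 2 it was 11 of 13 (median 0.21) and in replicate 3 it was 9 of 13 (median 0.16). Without 3 hr replicate 1, 17 of the 20 calls and 14 of 16 genes had the sign called (exact binomial test, two-sided, p 0.00418, and 0.0418 after Benjamini-Hochberg adjustment over the 10 settings, all samples and each omission). The omission of any other sample left between 6 and 9 calls, with 6 without 30 min replicate 2 and exact binomial p-values from 0.118 to 0.607. Replicates 2 and 3 at 3 hr are among the 4 samples of unsettled direction. With the suffix 5 arrays of those samples left unturned 12 of 20 calls had the sign called, and with the suffix 3 arrays turned as well 6 of 20. Without 3 hr replicate 1 these counts were 17 of 20 (14 of 17 genes, exact binomial p 0.0127) and 8 of 20 (5 of 14 genes, exact binomial p 0.424), and with channels by file name 14 of 20 (11 of 15 genes, exact binomial p 0.118). The count of 17 without replicate 1 therefore did not hold under every turn, and over all 13 settings its adjusted p was 0.0544. With all samples and the suffix 3 arrays turned as well, 2 calls passed adjusted over the list alone in limma (ZNF93 and HOXD8 at 3 hr, both against the call) and 0 passed adjusted over all probes.

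**Figure D4:**
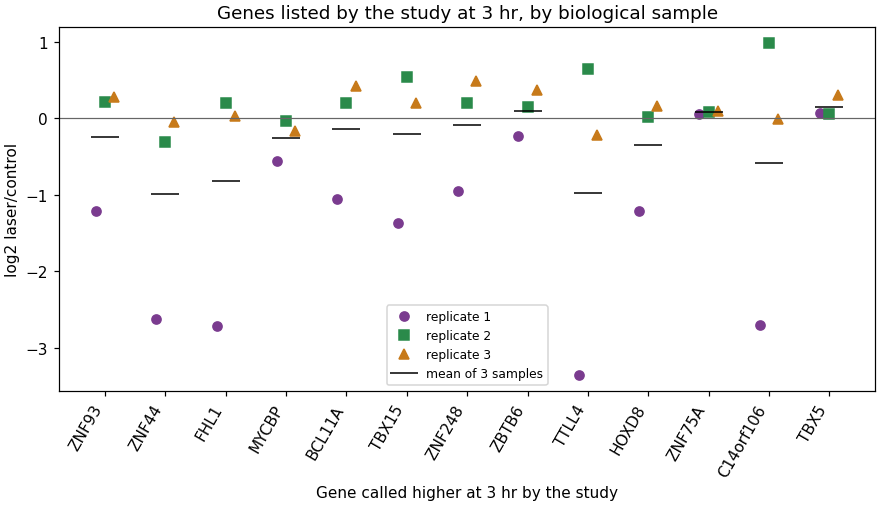
Log2 laser over control ratios at 3 hr of the study's listed probes in each of the 3 biological samples, each point being 1 sample. In replicate 1 the median is -1.21 and 2 of 13 probes lie on the side called by the study, while in replicates 2 and 3 the medians are 0.21 and 0.16.

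Sets of related genes were compared last. Immediate early and AP1 genes, Polycomb genes, circadian genes, zinc finger genes and HOX genes were tested at each time point, 20 tests in all. With camera 0 passed an adjusted p of 0.05, 2 had an unadjusted p under 0.05, and the smallest adjusted p was 0.296. These 2 were the zinc finger genes at 1 hr (mean log2 ratio -0.07 over 21 probes, below 0 in 2 of 2 samples) and the circadian set at 3 hr, which held a single probe (CREB1, 0.26, above 0 in 2 of 3 samples). With fry 0 passed and 0 had an unadjusted p under 0.05, and with an estimated correlation 0 passed. Turning the 4 unsettled samples either other way also left 0 camera calls. The 6 immediate early probes that passed the dim filter (COPEB, FOSB, JUN, JUNB, MYC and NFIL3) had log2 ratios between -0.45 and 0.38, with limma adjusted p-values of 0.656 or above. FOSB at 3 hr was called in 1 of the 33 alternatives, limma on arrays with the sample as a random block (log2 ratio 0.47, adjusted p 0.0266), in which technical arrays count as replicates. Without the dim filter camera called 1 of the 20 tests, the HOX genes at 2 hr (adjusted p 0.000522), with 32 of 38 probes above 0, a mean log2 ratio of 0.14 and sample means of 0.11 and 0.17. This call held neither under fry (adjusted p 0.768) nor with an estimated correlation (adjusted p 0.871), and the smallest camera adjusted p in the other settings lay between 0.0641 and 0.890. Its mean stayed above 0 under each other background correction and normalization tried, between 0.04 and 0.15, fell to -0.06 with the suffix 5 arrays of the unsettled samples unturned, and was -0.40 in the uncentred series table against a median of -0.45 over all probes.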

Values the study reported

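The study reported 66 transcription factors as differentially expressed over the 4 time points of the utricle laser course. Genes were called at more than 1.2-fold with a p of at most 0.05, after a signal level in the range of 800 to 1200 had removed about 10 to 20% of the genes and a trend had been asked for in at least 80% of the repeated hybridizations. It also reported 535 genes as detectable at all of the laser time points, and of these time points 1 hr had the most detectable genes.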

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

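The test of dim probes for the HOX genes was chosen after the result was seen, and the test of a dye effect for the same genes was fixed before it. A single array stood apart for ZID (ZBTB6), a gene of the study's list, at 30 min. The suffix 5 array of 30 min replicate 2 gave a log2 ratio of -0.96, while the nearest of the other 4 arrays was at 0.07 and the farthest at 0.20. The gap was large for 5 arrays by Dixon's criterion, but 23 such groups of arrays were examined and chance alone gives about 1 in 20, so 1.15 were expected and 1 was found. The array carries the entire negative mean of this gene at 30 min: without 30 min replicate 2 the log2 ratio of ZBTB6 was 0.17. No technical or biological explanation was tested for this value of a single array.

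For 2 sets the samples of different time points lay on opposite sides of 0. The circadian set held a single probe after the dim filter (CREB1). Its mean log2 ratio was 0.05 at 2 hr (samples 0.02 and 0.08), -0.07 at 30 min (samples -0.03 and -0.12) and -0.15 at 1 hr (samples -0.09 and -0.22), so 2 hr exceeded 30 min by 0.125 and 1 hr by 0.204. The sign at 2 hr turned to -0.04 under median centring and -0.05 with background subtracted, and the sign at 1 hr turned to 0.02 with no background correction. In the uncentred series table the signs turned at 30 min (0.59) and 2 hr (-0.43), where the medians over the tested probes were 0.53 and -0.51. The HOX set held 12 probes after the filter, with a mean of 0.12 at 2 hr (samples 0.16 and 0.07) and -0.09 at 30 min (samples -0.03 and -0.14), a difference of 0.204. Its means kept these signs under each other background correction and normalization of the scanner values, with 0.01 at 2 hr under median centring. The series table values, which are not centred, gave 0.47 at 30 min and -0.44 at 2 hr against medians of 0.53 and -0.51 over the tested probes. These differences were not tested for the sets. The limma contrast of 2 hr minus 1 hr, in which CREB1 was tested, called 0 probes, with 2 at an unadjusted p under 0.05.

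Technical explanations were tested for the HOX genes at 2 hr, which also gave the only call of a gene set when the dim filter was left out. If dim probes alone carried the pattern, the mean over the HOX probes that pass the filter would be at or below 0. It was 0.0653 in the lower sample, with an SE over probes of 0.0525, and 0.165 in the other, so dim probes and a change in all HOX probes cannot be told apart at this precision. If a dye effect of the probes carried it, the mean would have opposite signs in the dye orientations. It was 0.0690 in the lower orientation, with an SE over probes of 0.0358, and 0.209 in the higher, so a dye effect cannot be told apart from a change either, the lower mean being within 2 SE of 0. A response to the lesion at 2 hr remains open as well and was not tested further.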

How the results depend on the processing

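The alternatives fixed before the data were examined were the background, normalization, filter, averaging, replication and test choices, the omission of each biological sample, and most detection levels. The channel by file name, the other turns of 4 samples, the omission of the earlier print, both uses of local background, the t-test on arrays with file names and no filter, and the other turns and file names with 3 hr replicate 1 left out were chosen after the data were seen. Of 33 alternatives to the ratio results, 29 left 0 probes past an adjusted p at every time point. The median signal over background was 1.38 in Cy3 and 1.18 in Cy5. What it limits was examined only through filters: a filter by local background also left 0 probes past an adjusted p.

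Probes past an adjusted p of 0.05 numbered 0 at each time point and in the F test and contrasts. With arrays as units and the sample as a random block limma called 1 probe at 2 hr (ATBF1), 33 at 3 hr and 1 in the contrast of 2 hr minus 1 hr. With quality weights on arrays it called 3 at 30 min, 3 at 1 hr, 2 at 2 hr, 3 in the F test, 3 for 1 hr minus 30 min and 1 for 2 hr minus 1 hr. With each time point fitted alone it called 2 at 1 hr and 12 at 2 hr. In the fits over arrays the technical repeats enter as units. Their random block was fitted on Cy5 over Cy3 ratios before turning. It covers a dye effect of a sample and not differences between samples in laser over control, so the calls of these fits rest on technical repeats. Fitted alone, a time point with 2 samples has 1 degree of freedom. Beyond this the cause was not tested. Leaving out a biological sample gave 0 to 1 at 30 min, the 1 without 3 hr replicate 1, and 0 elsewhere. Where this leaves a time point with 1 sample, that sample is assumed to vary like the others.

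Counts at the thresholds like those of the study, given in the order 30 min, 1 hr, 2 hr and 3 hr, were 3, 1, 4 and 1. They were 2, 7, 2 and 1 with no background correction, 1, 4, 1 and 2 with background subtracted, 4, 4, 3 and 2 with print-tip loess, 3, 5, 1 and 1 with median centring, 6, 5, 2 and 1 scaled between arrays, and 4, 2, 3 and 1 with the median of spot pixels. They were 15, 13, 41 and 5 with no filter on dim probes (1516 probes tested), 3, 5, 7 and 2 with a filter on mean signal, 3, 7, 10 and 2 with a filter by local background, and 0, 0, 0 and 0 with the series table values. Arrays as units gave 3, 6, 12 and 5 with the sample as a random block, 17, 16, 18 and 3 with quality weights, and 2, 6, 12 and 5 with scan date as a block. The methods' t-test gave 4, 4, 2 and 1 on biological samples, 6, 9, 18 and 5 on arrays, and 8, 17, 49 and 13 on arrays with channels by file name and no filter. Each time point alone gave 5, 9, 24 and 1, and a trended and robust prior 4, 3, 4 and 3. Channels by file name gave 1, 0, 3 and 4, suffix 5 arrays not turned 0, 3, 0 and 12, suffix 3 arrays turned as well 1, 9, 2 and 43, and omission of the earlier print 1, 1, 6 and 2. Leaving out a biological sample gave 1 to 32 at 30 min, 0 to 12 at 1 hr, 0 to 8 at 2 hr and 1 to 16 at 3 hr. Of the 9 calls above, 9 were shared without the dim filter, 6 under arrays as units with the random block, 8 with quality weights, 1 under the methods' t-test on samples, 2 under median centring and 0 with the suffix 5 arrays not turned. The causes were not tested, except that the filters change the number of probes tested.

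The replicate numbers were not taken to pair the samples, since the correlations of same-numbered samples in their deviations from the time point means ran from -0.369 to 0.255 and so were not all above 0.1. With 2 samples at a time point the deviations mirror each other, so correlations of different-numbered samples add little to this check. With the replicate block the threshold counts were 3, 1, 3 and 2, with 7 of the 9 calls shared with the fit without it, and no probe or gene set passed an adjusted p, as without it.

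Detectable probes, in the same order of time points and then at all 4, were 62, 5, 4, 9 and 3. They were 123, 9, 10, 19 and 4 at a signal of 800, 40, 5, 3, 6 and 3 at 1200, 175, 75, 30, 75 and 15 in either channel, 10, 3, 3, 4 and 2 in all arrays and 14, 4, 3, 4 and 3 with background-subtracted signals. As shares of the 1516 probes they were 4.09%, 0.330%, 0.264%, 0.594% and 0.198%, and with signals above local background plus 2 SD they were 9.37%, 3.10%, 3.56%, 2.97% and 0.923%. Leaving out a biological sample gave 12 to 135 at 30 min, 3 to 36 at 1 hr, 4 to 21 at 2 hr, 9 to 19 at 3 hr and 3 to 4 at all 4. At each of these levels and rules 30 min had the most detectable probes, with the narrowest margin among the omissions without 30 min replicate 2, at 12 against 9 at 3 hr. The levels planned from control spots (their median, maximum and 95th percentile) were not run, since no column names those spots, and leaving out marked spots changes nothing where 0 were marked.

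Of the study's 20 matched calls 9 had the sign called. This changed side to 11 under median centring, 12 with suffix 5 arrays not turned, and 17 without 3 hr replicate 1. Without that sample it was 17 with suffix 5 arrays not turned, 14 with channels by file name and 8 with suffix 3 arrays turned as well. Leaving out a biological sample gave 6 to 17. Calls past an adjusted p numbered 4 over the list alone and 3 over all probes with arrays as units and the random block, all against the call; 1 and 1 with quality weights and 1 and 1 with each time point alone, both MYT2 at 2 hr with the sign called; and 2 and 0 with suffix 3 arrays turned as well, against the call. Gene sets past an adjusted p went from 0 to 1 without the dim filter and stayed at 0 under the other 18 settings in which they were tested (no background correction, fry, an estimated correlation, the replicate block, each omission, channels by file name, both other turns, no earlier print and a filter by local background); the remaining alternatives were not run on gene sets. The median correlations between arrays moved by less than their spread. The opposite-dye correlation of 3 hr replicate 2 turned to 0.877 with the series table values and 0.783 with channels by file name.

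Of 759 log2 ratios of named and listed genes under the alternatives, 353 were left as they were, since the alternative did not touch the estimate (only the test, the filter or other samples, for example). Of the other 406, 364 kept their sign and 42 turned. The series table and median centring shift whole time points: the series table moved the median of tested probes to 0.53, -0.18, -0.51 and 0.15 in time order, and median centring to 0.14 at 3 hr and -0.10 at 2 hr. Turned under median centring were BCL11A (0.30) and ZNF248 (0.19) at 3 hr. Scaling between arrays turned NR1H3 at 1 hr (-0.16), ZNF248 at 3 hr (0.0077) and ZBTB6 at 30 min (0.047). The series table turned TAF2H at 30 min (0.012), COPS2 at 1 hr (-0.049), ZNF93 (0.36) and ZBTB6 (0.35) at 30 min, and BCL11A (0.14) and ZNF248 (0.069) at 3 hr. Quality weights turned NR1H3 (-0.28) and MYT2 (0.070) at 1 hr and ZBTB6 (-0.018), ZNF75A (-0.24) and TBX5 (-0.022) at 3 hr.

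Over the omissions of a biological sample, some log2 ratios ran from 1 side of 0 to the other. Without 30 min replicate 2 the values at 30 min turned to the upper end of the range for ZNF93 (-0.70 to 0.23) and ZBTB6 (-0.44 to 0.17) and to the lower end for C1orf142 (-0.11 to 0.31). Without 1 hr replicate 2, NR1H3 (-0.029 to 0.10) and MYT2 (-0.40 to 0.058) turned at 1 hr. Without 3 hr replicate 1 the upper ends at 3 hr turned for ZNF93 (-0.50 to 0.25), FHL1 (-1.34 to 0.12), BCL11A (-0.42 to 0.32), TBX15 (-0.58 to 0.37), ZNF248 (-0.37 to 0.35), TTLL4 (-1.79 to 0.21), HOXD8 (-0.60 to 0.086) and C14orf106 (-1.36 to 0.49), and without 3 hr replicate 3 the lower end turned for ZBTB6 (-0.042 to 0.26). Channels by file name turned MYCBP at 3 hr (0.079). Suffix 5 arrays not turned gave ZNF93 at 0.16 and HOXD8 at 0.0039 at 3 hr and MYT2 at 0.61 at 1 hr. Suffix 3 arrays turned as well gave NR1H3 at -0.14 at 1 hr and MYCBP at 0.096, ZBTB6 at -0.40, ZNF75A at -0.34 and TBX5 at -0.26 at 3 hr. Without the earlier print ZNF93 (0.069), ZNF248 (0.075) and ZNF75A (-0.060) turned at 3 hr. The causes of these turns were not tested.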

Other observations

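Of the tests below, those of the disagreeing dye orientations, of the exchanged files, of a response shared at 3 hr, of a single hybridization, of an exchange of laser and control in 3 hr replicate 1, and of draws of blank spots were chosen after the results were seen. The tests of the earlier print, dim probes and chance signs were fixed before. The test of brightness was fixed before, but the value that decides it (a rank correlation in place of a percentile), its comparison with the other samples, and the margin of 2 SE used for the HOX genes were set after the values were seen.

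In 4 samples the arrays of opposite dye orientation correlated below -0.3 after turning. A dye effect of the probes themselves would make the dye components of these samples alike (the dye component is the part of the Cy5 over Cy3 ratio shared by both orientations). Their median correlation was 0.0986 over 6 pairs, from 0.0376 to 0.904, which argues against a common dye effect of the probes as the whole cause. Over all 9 samples, limma called a dye component in 1 of 371 probes, ID1 (mean 0.64, above 0 in 9 of 9 samples, adjusted p 0.00882). There were 81 at an unadjusted limma p under 0.05, against 18.6 expected by chance, so a dye effect shared by part of the probes stays open. ID1 was chosen after its value was seen. The laser component over the same 9 samples gave 0 calls with limma, with 23 at an unadjusted p under 0.05. Without background correction the median correlation of the orientations in the 4 samples was -0.742, which argues against the background correction as the cause.

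An effect of dye or slide shared by a scan date is a candidate explanation for 1 hr replicate 2 and 3 hr replicate 2. The highest dye component correlation, 0.904, was between 1 hr replicate 2 and 3 hr replicate 2, which were scanned on the same date. Unturned ratios of different samples correlated at a median of 0.226 over 23 pairs of the same date, against 0.0492 over 451 pairs of different dates, and at 0.784 on the date of those 2 samples. The medians of the 7 other dates that held over 1 sample ran from -0.0127 to 0.432, so not every date had such an effect. In 3 hr replicate 3 opposite orientations also disagreed across dates, with a median r of -0.403 over 6 pairs of arrays of different dates (-0.740 to -0.294), which argues against a date effect as the whole cause there. In 2 hr replicate 2 the median was -0.0160 over 3 pairs of different dates against -0.644 in the only pair of the same date, and with so few pairs a date effect cannot be told apart from another cause. These pairs are across probes and share arrays, so no p-value is given. Whether the arrays of these samples were dye swapped at all cannot be told apart from this. Their dye components had a median absolute correlation of 0.106 with the laser over control ratios of other samples and 0.204 with other dye components, but laser over control ratios of different samples correlated with each other at a median absolute r of 0.153 as well, so a swap that was not made would leave little trace.

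On 2 arrays the channel files disagreed with their headers. If the files of the 3 hr replicate 2 array had been exchanged, its Cy5 over Cy3 ratios read by header should resemble those of other samples scanned on the same date. The median correlation was 0.762 over 2 arrays (0.697 and 0.827) by header and -0.762 by file name, which is consistent with an exchange of the files. For the 2 hr replicate 2 array the median was 0.265 over 2 arrays (0.116 and 0.414), below the 0.3 that was asked for, so the readings cannot be told apart on this test. In the deposited ratios the medians of these arrays were -0.92 and -0.62, while 15 of the other 16 suffix 3 arrays lay above 0 (median 0.87).

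The ratios of 3 hr replicate 1 had an SD of 1.03 across probes, against at most 0.401 in the other samples. Its 4 arrays of the earlier print did not account for this, since its 2 arrays of the later print had SDs of 1.05 and 1.62, above the range of 0.252 to 0.797 in 26 later-print arrays of other samples. Dim probes did not account for it either: among the 93 brightest tested probes its SD was 1.47, against 0.159 to 0.435 in the other samples. A single poor hybridization was argued against by the correlation of 0.798 between its dye orientations, which were on different slides. A response shared by the 3 hr samples was argued against by correlations of 0.0488 and -0.153 with the other 3 hr samples. Those samples correlated with each other at 0.0297 and are of unsettled direction, so a response that they failed to record stays open. A difference in the RNA of this sample, whether from the lesion, the culture or the amplification, remains open and was not tested.

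The study's genes at 3 hr were mostly lower in 3 hr replicate 1 and mostly higher in replicates 2 and 3. An exchange of laser and control in replicate 1 may explain this, but after its sign was turned the higher of its correlations with the other 3 hr samples was 0.153, and with replicates 2 and 3 themselves uncorrelated an exchange and no exchange cannot be told apart. Ratios that follow brightness stay open too. The Spearman rho with mean signal across tested probes was -0.133, just beyond the range of -0.129 to 0.0682 in the other samples but short of the -0.3 that was asked for. The median of the 12 tested study probes, -1.21, lay at percentile 16.3 among 10000 lists of probes matched on signal, whose median was -0.64, and 67.1% of all tested probes were below 0 in this sample. The study's genes were thus not set apart from probes of like signal, and an effect of brightness cannot be told apart from another cause.

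The number of probes past the thresholds like those of the study was compared with other signs of the biological samples. Of the 32 ways to set the signs of the 9 samples against each other within time points, the real one included, 22 gave as many probes in total, with totals from 5 to 49 (median 19.5) against 9 for the real signs. Chance cannot be excluded for this count.

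The earlier print carried probes for BMP4 and FGFR3, each in a human and a chick version, that the later print lacked. Their median log2 signal over local background on 5 arrays was -0.175, against a median of 0.00462 over 880 blank spot values on those arrays. In 10000 draws of 4 groups of 4 blank spots the same median ran from -0.0367 to 0.0364 (5th to 95th percentile), and 0% of the draws were as low. The 4 probes as a group were therefore not above the blanks, but lower, so blank spots alone do not match their level, and what sets it cannot be told apart here. The chick versions of BMP4 and FGFR3 were each above the 95th percentile of the array's blank spots on 1 of 5 arrays and the human versions on 0. In all these were 2 of 20 values, where 1 would be expected among single blank spots. Each probe had 4 spots on this print, so that expectation need not hold for its values and no conclusion is drawn from this count. No biological explanation was tested.

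The distinct probes past the thresholds like those of the study numbered 8 here. That is lower than the number of differentially expressed transcription factors quoted from the study above. The study tested hybridizations that it had selected, and here all 33 arrays entered as 9 biological samples, so the numbers may not rest on the same arrays. The number of distinct probes here was 53 with the suffix 3 arrays of the unsettled samples turned as well and 51 with quality weights. Without the dim filter it was 71, and with the methods' t-test on arrays, channels by file name and no filter it was 84. These last counts are higher than the number quoted above. The probes detectable at all 4 time points numbered 3 here, and at most 15 under the other detection levels and rules. That is lower than the number of common genes quoted from the study above. The study set its level from control oligonucleotides, and here a fixed level was applied to signals that were not normalized, so the rules are not alike. The time point with the most detectable probes here was 30 min, with 62. That is another time point than the one quoted above. The share of probes that the level of 1000 left for testing was 24.5%. That is lower than the share the study's own filter would leave by the values quoted above.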
